# Global Gene Expression Analysis Reveals Dynamic and Developmental Stage–Dependent Enrichment of Lead-Induced Neurological Gene Alterations

**DOI:** 10.1289/ehp.1002590

**Published:** 2010-12-08

**Authors:** Samuel M. Peterson, Jun Zhang, Gregory Weber, Jennifer L. Freeman

**Keywords:** Danio rerio, gene expression, genomics, lead, microarray, Pb, toxicogenomics, zebrafish

## Abstract

**Background:**

The underlying genetic mechanisms specific to subtle neurological alterations associated with environmental lead (Pb) exposures have not been clearly elucidated.

**Objectives:**

The goal of this study was to identify novel gene targets and the underlying genetic mechanisms associated with developmental Pb neurotoxicity.

**Methods:**

We first exposed zebrafish embryos to a range of Pb concentrations throughout early development to establish relative toxicity. Using the data from that experiment, we exposed another group of zebrafish embryos to a sublethal dose of Pb (100 ppb) immediately after fertilization through 72 or 120 hr postfertilization (hpf). Global gene expression was then analyzed for molecular pathways and gene ontology enrichment, and Western blot analysis was performed to investigate the translation of gene expression changes to protein levels.

**Results:**

After 72 hpf, we identified 231 probes representing 90 nonredundant genes with well-established function or orthology to human genes as being altered by Pb exposure. This gene set was both confirmatory and novel in nature and was highly enriched for neurological development, function, and disease. Moreover, gene changes at this time point were correlated to altered protein levels. Alternatively, the gene set at 120 hpf did not share association with neurological development.

**Conclusions:**

Global gene expression alterations associated with developmental Pb exposure were dynamic and dependent on developmental stage. Gene expression alterations at the 72-hpf time point were highly enriched with genes and molecular pathways associated with neurological development and disease. Moreover, we identified a number of novel targets for future exploration into their role in the genetic mechanisms underlying Pb-induced neurological alterations.

The heavy metal lead (Pb) is a well-studied toxicant known to cause a wide array of adverse health effects. The developing nervous system is especially susceptible to Pb-induced alterations, and the Centers for Disease Control and Prevention (CDC) currently recommends that primary prevention strategies be implemented when a child’s blood Pb level (BLL) exceeds 10 μg/dL (CDC 2005). However, increasingly stringent regulatory actions have failed to limit exposures to a level documented as safe and without neurological impacts (Canfield et al. 2003; Min et al. 2007), including recent epidemiological studies that linked subinterventional BLLs to decreased IQ (intelligence quotient) and attention span and increased behavioral problems and odds ratio for the development of attention deficit hyperactivity disorder (Eubig et al. 2010, Surkan et al. 2007). Moreover, although the mechanisms of Pb toxicity have been studied for many years, the molecular mechanisms underlying the subtle neurological impacts are not understood.

The developing nervous system is particularly susceptible to Pb toxicity because of increased levels of cell proliferation, migration, and differentiation and the complexity of cell interactions (Rodier 1994, 2004). In addition, children absorb a greater percentage of ingested Pb, and circulating Pb has greater access to the brain because the blood–brain barrier is not yet fully established (Cory-Slechta and Schaumburg 2000; Leggett 1993). Also, Pb can be released from maternal bone stores and transferred to a developing fetus (Gardella 2001). As a result, Pb exposure can be initiated early in prenatal development, and studies have indicated that umbilical BLLs ≤ 10 μg/dL are linked with deleterious effects on cognitive development (Gomaa et al. 2002). Thus, it is important to study Pb exposure *in vivo* during embryogenesis at a relevant concentration.

The zebrafish presents a complementary model to rodents to assess impacts of prenatal chemical exposure. To specifically assess adverse effects associated with chemical exposure during embryonic development in rodents, dam dosing and sacrifice are generally required. Alternatively, the zebrafish model has gained popularity in developmental and toxicological studies because of rapid *ex utero* embryonic development in which embryos can be dosed in a petri dish. Additionally, a near-transparent chorion permits easy visualization of the developing organism throughout the entire embryonic period. Moreover, a single breeding pair can produce hundreds of embryos weekly, providing a large pool of individuals for experimental testing. The application of the zebrafish model in developmental biology research has resulted in a plethora of background literature, as well as the incorporation of the species into genetic and toxicology research. Moreover, a finished genome sequence and the homology between zebrafish and human genes permit translation of molecular mechanisms of toxicity observed in the zebrafish model system to humans (Barbazuk et al. 2000). Thus, the zebrafish provides an ideal model organism for defining molecular alterations associated with early developmental Pb exposure.

Although numerous studies have investigated Pb toxicity (see “Discussion” for examples), the molecular mechanisms underlying the subtle neurological effects on the developing nervous system are not thoroughly understood. The use of microarray technology allows for the simultaneous measurement of the expression level of genes on a genomewide scale. When used with proper statistical approaches and genetic pathway analyses, a list of statistically significant, differentially expressed genes can be combined with an extensive database of gene and gene product interactions to provide a robust determination of commonly affected gene networks and pathways (Mattingly et al. 2009; Yang et al. 2007). Based on the results of these calculations, the ability to predict and make hypotheses about specific mechanisms of toxicity is strongly improved. In this study we aimed to identify key genes and regulatory networks perturbed by sublethal developmental Pb exposure. Our goal was to achieve enrichment of genes and molecular pathways associated with neurological development and disease in order to identify novel gene targets for future investigation into the specific genetic mechanisms underlying developmental Pb toxicity at sublethal doses. Using zebrafish *ex utero* development, we initiated exposure conditions immediately after fertilization to correspond to the mammalian *in utero* prenatal developmental period. We combined genomewide expression analysis with pathway analysis to uncover novel genes of interest and to highlight critical time points in development. Further, we investigated translation of gene expression alterations to the protein level.

## Materials and Methods

### Zebrafish husbandry

Zebrafish used in this study were of the wild-type AB strain; they were housed on a 14:10-hr light:dark cycle in a Z-Mod System (Aquatic Habitats, Apopka, FL) at 28°C. Adults were bred in spawning cages according to established protocols to obtain staged embryos (Westerfield 2000). For Pb treatment, embryos were collected at the 2- to 16-cell stage, washed, and sorted for experimental procedures. All protocols were approved by Purdue University’s Institutional Animal Care and Use Committee, with all fish treated humanely and with regard to alleviation of suffering.

### Relative toxicity of Pb in zebrafish

We first performed an acute toxicity test to establish and confirm the relative toxicity of Pb to zebrafish and to determine an appropriate dose for gene expression analysis. Fifty embryos (considered as subsamples) were exposed to either control conditions (filtered aquarium water) or Pb treatment (Pb acetate; Sigma, St. Louis, MO) immediately after fertilization. Pb concentrations ranged from 1 to 100,000 ppb (micrograms per liter). Embryos were monitored at 6-hr intervals for mortality, hatching time, and developmental malformations through 120 hr postfertilization (hpf). We conducted three replicate experiments (*n* = 3) and performed analysis of variance (ANOVA) with SAS software (version 9.2; SAS Institute Inc., Cary, NC) by developmental time point. Means were compared using the least significant difference test at α = 0.05 when a significant ANOVA was observed.

### Global gene expression analysis

Based on the relative toxicity assessment, we selected 100 ppb Pb as the experimental treatment for gene expression analysis. This experimental treatment represents a concentration that is well below the tested concentrations at which zebrafish exhibited mortality, alterations in hatching time, and gross morphological malformations. Fifty embryos (considered as subsamples) were exposed to either control conditions or 100 ppb Pb as described above through 72 or 120 hpf. These two time points correlate, respectively, with *a*) the end of the embryonic phase and *b*) the initiation of complex behaviors such as survival and hunting at which formation of the major brain structures is complete (Westerfield 2000). At the end of the treatment period, embryos were pooled, homogenized in Trizol (Invitrogen, Carlsbad, CA), and flash frozen in liquid nitrogen. Samples were stored at −80°C until RNA isolation was performed. Three biological replicates were completed (*n* = 3) at both time points. Water samples were collected and analyzed for Pb concentration at an inductively coupled plasma mass spectroscopy core facility, where measurement accuracy and solubility were confirmed.

Total RNA was isolated from embryos and converted to cDNA following established protocols (Peterson and Freeman 2009b). Microarray analysis was performed according to Peterson and Freeman (2009a), with labeled samples hybridized onto the zebrafish 385K expression microarray platform (Roche NimbleGen, Madison, WI) designed by Y. Zhou and L. Zon (Harvard Medical School and Children’s Hospital Boston, Boston, MA) using the one-color hybridization strategy. This platform contains 385,000 60-mer probes interrogating 37,157 targets with up to 12 probes per target. After hybridization, arrays were washed and scanned at 5 μm with a GenePix 4000B array scanner (Molecular Devices, Sunnyvale, CA).

Array image data were extracted using the NimbleScan software program (Roche NimbleGen). Fluorescence signal intensities were normalized using quantile normalization (Bolstad et al. 2003), and gene calls were generated using the Robust Multichip Average algorithm (Irizarry et al. 2003) following manufacturer recommendations.

### Statistical processing

Further statistical processing of array data was performed with Array Star (version 3.0; DNASTAR, Inc., Madison, WI) and Ingenuity Pathway Analysis (IPA) software (version 8.0; Ingenuity Systems, Redwood City, CA) using a multitiered approach to determine a robust and reproducible list of differentially expressed genes and to identify gene functions, pathways, and ontology groups enriched by this list. Criteria used to classify genes as being differentially expressed were adapted from recent recommendations from the Microarray Quality Control Consortium (Guo et al. 2006; Shi et al. 2006). Two criteria were used to generate a list of significantly and consistently altered genes: *a*) genes consistently expressed (Student’s *t*-test, *p* ≤ 0.1) and substantially altered at a mean absolute log_2_ expression ratio of at least 0.585 (50% increase or decrease in expression); and *b*) genes consistently altered by a minimum absolute log_2_ expression ratio of 0.585 in all three replicates. Differently expressed gene sets were imported into IPA to establish gene classifications and gene enrichment categories.

### Quantitative polymerase chain reaction (qPCR) comparison

We compared microarray data with qPCR on a set of selected genes. Probes specific for these genes were designed using the Primer3 website (SourceForge 2010) as described by Rozen and Skaletsky (2000) [see Supplemental Material, Table 1 (doi:10.1289/ehp.1002590)]. qPCR analysis was performed on a Stratagene MX3000P qPCR system (Agilent, La Jolla, CA) using iQ SYBR Green Supermix kit (Bio-Rad, Hercules, CA) according to the manufacturer’s recommendations. The cycling parameters included a 3-min incubation phase at 95°C, 40 cycles of 95°C for 10 sec, 60°C for 30 sec, and 72°C for 30 sec, and a dissociation curve to check for nonspecific amplification. Efficiency and specificity were checked with melting and dilution curve analysis and no-template controls. Threshold values were calculated, and individual gene expression was normalized to glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*).

### Protein level analysis

We performed Western blot analysis to determine if gene expression alterations were correlated to protein levels of altered genes. Protein was isolated from whole embryos exposed to control treatment or to 100 ppb Pb using Cell Lytic MT Mammalian Tissue Lysis/Reagent (Sigma). Protein isolates were separated using sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred to a polyvinyl difluoride membrane (Bio-Rad). We obtained primary antibodies for metallothionein 2 (MT2; ab12228), FRY-like (FRYL; ab95065), and GAPDH (ab8245) from Abcam (Cambridge, MA); for reelin (RELN; anti-RELN clone 142) from Millipore (Billerica, MA); and for mitogen-activated protein kinase 8 (MAPK8; anti-MAPK-8 CT) from AnaSpec (Fremont, CA). After incubation with appropriate horseradish peroxidase–conjugated secondary antibodies, protein bands were visualized with the Immun-Star WesternC Chemiluminescence Kit on a ChemiDoc XRS+ imager (both from Bio-Rad). We used Image Lab Software (Bio-Rad) to calculate relative quantification of three biological replicates after normalizing proteins of interest to GAPDH. An unpaired Student’s *t*-test was used to determine significant alterations in protein levels.

## Results

### Relative toxicity of Pb in zebrafish

We performed an acute toxicity test through 120 hpf to characterize the general response of zebrafish embryos to developmental Pb exposure, with specific end points of survival and hatching rate. We observed a dose response in mortality rates, with higher concentrations displaying greater levels of embryo mortality and with deaths occurring closer to the onset of the experiment (Figure 1). Embryos treated with the highest Pb concentrations (100,000 and 50,000 ppb) had a survival percentage that began to differ from control (*p* ≤ 0.05) at 54 and 96 hpf, respectively, and reached near or complete mortality before the end of the experiment. All Pb concentrations ≥ 5,000 ppb reached a level of significant difference in mortality by 120 hpf (*p* ≤ 0.05; Figure 1).

To obtain an estimate of hatching delay, we compared the average time it took treatment groups to obtain a specific level of hatching (Figure 2). We excluded data from the analysis when levels of increased mortality interfered with interpretation (i.e., when mortality rates were different from controls at time points reported above). Embryos treated with all Pb concentrations ≥ 5,000 ppb demonstrated a significant delay in hatching compared with controls (*p* ≤ 0.05). Control embryos obtained a 50% hatching rate by a mean time of 34 hpf, whereas the embryos treated with 5,000 and 10,000 ppb Pb were delayed and did not reach a 50% hatching rate until the mean times of 48 and 56 hpf, respectively. We observed more severe delays in the highest two concentrations, 50,000 ppb and 100,000 ppb, with mean hatching times of 72 and 81 hpf, respectively.

### Global gene expression analysis at 72 hpf

From the results of the relative toxicity assay, we chose an exposure concentration of 100 ppb for global gene expression analysis to represent a concentration well below one that induced overt toxicity. 

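In the gene expression experiment, wild-type zebrafish embryos were kept in control water or in 100 ppb Pb through 72 hpf or through 120 hpf, and the RNA of each pool of embryos was labeled and hybridized to an array of its own. The 4 groups (control and Pb at 72 hpf, control and Pb at 120 hpf) hold 3 arrays each, 12 in all, from the study's 3 biological replicates per time point. The array carries 385000 probes for 37157 targets, where a target is one transcript or predicted transcript, and 21894 targets have 12 probes. The authors deposited one linear intensity per probe and array. Median intensities ran from 424 to 669.9 on the arrays of 72 hpf and from 376 to 531 on those of 120 hpf. The authors had quantile normalized the intensities, and the sorted log2 values of the control and the Pb array of one replicate number differed by at most 0.00902 on average, whereas those of arrays of different pairs differed by 0.0838 to 0.966. From there, the intensities were taken to log2, quantile normalized over the 12 arrays, and averaged over the probes of each target. Pb and control were compared at each time point with limma fitted to all 12 arrays, with Benjamini-Hochberg adjustment over the 37157 targets, and the 2 criteria of the study were applied to the same values. Criterion a is the methods' t-test with p of at most 0.1 and a mean absolute log2 ratio of at least 0.585, and criterion b is a log2 ratio of at least 0.585 with one sign in each of the 3 replicate pairs. A pair is the control and the Pb array of one replicate number. At 72 hpf the values did not bear out this pairing for number 3 (r = -0.069 between the deviations from the group means). limma was fitted without a replicate block. Of the targets, 2663 (7.17%) could be given a gene symbol, so named genes and gene lists are drawn from those. *FRYL*, *RELN*, *ROBO2*, *MAPK8*, and *MT2* had no named target and are not analysed here. Of 28 gene lists for the tissues of a zebrafish embryo and the known targets of Pb, 15 had at least 5 named targets and were tested with limma's camera at a preset correlation of 0.01. The number of arrays limits the precision. On simulated data for the comparison at 72 hpf, limma recovered 27 of 100 targets changed by 1 on the log2 scale and 77 of 100 changed by 2. In that simulation 257 unchanged targets met both criteria, against 40 targets in all on the arrays, so its spread does not match theirs and these shares hold for the simulated values only.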

Global gene expression analysis performed on zebrafish embryos at 72 hpf resulted in a scatter plot with an *R*^2^ correlation of 0.9813 [see Supplemental Material, Figure 1A (doi:10.1289/ehp.1002590)]. 

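At 72 hpf no single transcript passed the test for a difference between Pb-treated and control embryos. Among named genes that were higher with Pb in all 3 pairs, *pglyrp5*, a peptidoglycan recognition protein of innate immunity, was at a log2 intensity of 6.12 ± 0.142 in controls and 6.62 ± 0.0737 with Pb (SD, n = 3 arrays each), 1.41-fold higher (log2 fold change 0.50, standard error 0.179, adjusted p = 0.999 from limma). *havcr1*, a cell surface receptor whose mammalian counterpart marks kidney injury, was 1.51-fold higher (log2 fold change 0.60, standard error 0.23). *gstz1*, an enzyme of tyrosine breakdown, was 1.36-fold higher on one of its targets and 1.23-fold higher on the other, where pair 3 went the other way, and *bloc1s6*, a subunit of a complex that builds lysosome-related organelles, was 1.33-fold higher. None of these 4 genes passed the test (adjusted p = 0.999 for each from limma). The signals of *pglyrp5* and of the first *gstz1* target (6.60 in controls) were low. In pair 3 dim targets tended to lie higher with Pb (Spearman rho of the ratio with mean signal -0.516). The ratios of these 2 targets in pair 3 were 0.44 and 0.42, no larger than in pairs 1 and 2. Across targets, the squared correlation of the mean log2 values of the Pb and the control arrays was 0.9793. It was 0.8983, 0.9837, and 0.928 in the single pairs 1, 2, and 3, and the Pb array of pair 1 had a mean r of 0.914 with the other Pb arrays of 72 hpf, against a mean r of 0.979 of its control with the other controls. limma called 0 of 37157 targets at an adjusted p under 0.05 (smallest adjusted p = 0.999). At an unadjusted p under 0.05 it took 566 targets, 333 higher and 233 lower with Pb, where chance alone gives 1858 for independent arrays. The methods' t-test took 532, with 0 left after Benjamini-Hochberg adjustment. This unadjusted count moved widely with the setting. limma took 1710 targets with the replicate as a block, 3723 without the Pb array of replicate 2, and 200 with array weights, and called 0 in each. The 3 Pb values lay entirely above or below the 3 control values for 1747 targets (4.7%), and chance gives 10% for independent arrays. Deviations from the group means correlated between the arrays of numbers 1 and 2 (r = 0.452 and 0.402), but not of number 3 (-0.069). The arrays were thus not all independent, and counts below these chance values are not a result about Pb.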

We observed a total of 231 altered probes at this time point (see Supplemental Material, Table 2). 

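With all 3 pairs and the probes of each target averaged, most targets past the criteria of the study at 72 hpf were lower in Pb-treated embryos, by a share that depended on the setting. Both criteria were met by 40 targets, 36 lower and 4 higher, and none of the 40 has a gene name here. Criterion a alone was met by 244 targets, 176 lower and 68 higher (72.1% lower), and criterion b alone by 87, 81 lower and 6 higher. *capn2a*, a calpain protease, met criterion a, with a log2 intensity of 11.60 ± 0.159 in controls and 10.83 ± 0.241 with Pb (SD, n = 3 arrays each; log2 fold change -0.76, standard error 0.271, adjusted p = 0.999 from limma). *dnmt3aa*, a DNA methyltransferase that sets methylation marks during development, also met it (log2 fold change -0.84, standard error 0.32), as did *pcdh2ab7*, a protocadherin of neuronal cell contacts (log2 fold change -0.70, standard error 0.368), which was chosen for mention after its values were seen. *trappc2l*, a vesicle tethering factor, and *nf2b*, the tumor suppressor merlin, met neither criterion but were lower in all 3 pairs, with log2 fold changes of -0.91 (standard error 0.329) and -0.78 (standard error 0.309; -0.44 for *nf2b* without the Pb array of replicate 1). The mean of *bcl9*, a coactivator of Wnt signaling, rested on pair 1, where its log2 ratio was -3.01 against -0.34 and -0.79 in pairs 2 and 3. limma called none of these genes (adjusted p = 0.999 for each). The targets past both criteria were long, with a median highest probe position of 2295 nt against 901 nt over all targets. For the 244 targets past criterion a it was 960.5 nt, and 1171 nt for the lower ones among them. Without replicate 1, 2, or 3, both criteria were met by 95 targets (20 higher and 75 lower), 525 targets (274 higher and 251 lower), and 77 targets (34 higher and 43 lower), and over single probes, not averaged to targets, by 3122 (1888 higher and 1234 lower). With settings chosen after the data were seen, both criteria were met by 69 targets (28 higher and 41 lower) over the probes within 500 nt of the last probe, and criterion a was met by 246 targets (15 higher and 231 lower) with the values kept as deposited and by 252 targets (105 higher and 147 lower) with median polish.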

After accounting for redundant probes that targeted identical genes and removing probes targeting hypothetical proteins without substantial function or ontology information, significant annotation and network information was available for 90 genes orthologous to human genes with established functions. Gene ontology analysis performed with IPA software classified genes into nonexclusive categories (i.e., genes can belong to more than one related or distinct category). This list of genes was highly enriched for genetic disorders and neurological disease, as well as several molecular functions and physiological systems (Table 1). Specifically, a number of genes were associated with one or more genetic or neurological disorders, including Alzheimer’s disease, non-insulin-dependent diabetes, bipolar disorder, and Parkinson’s disease (Table 1). We observed significant enrichment with 55 of the 90 genes involved in neurological development, function, and disease with specific areas affected, including synaptic transmission, long-term potentiation (LTP), guidance of axons, and branching of neurites (Table 2, Figure 3A,B). 

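Genes of axon guidance and cell adhesion and genes of synaptic transmission lay lower as groups in Pb-treated embryos at 72 hpf, and with the probes of each target averaged, most of that shift came from 1 of the 3 replicate pairs. All 22 measured genes of axon guidance and adhesion had log2 fold changes below 0, with a median of -0.43. At its preset correlation of 0.01, camera put them below other named targets at adjusted p = 1.82e-09 (limma). Of 20 measured genes of synaptic transmission, 18 lay below 0 and 2 above, with a median of -0.44 and adjusted p = 1.96e-06 from the same test. The correlation estimated between the genes of a list was far above the preset one, at 0.725 for axon guidance and adhesion and 0.477 for synaptic transmission. Both calls were lost when camera used an estimated correlation (adjusted p = 0.61 for both with an estimated correlation). fry, which tests a list against no change and not against other genes, did not pass either (adjusted p = 0.636 for both). limma called 0 members of either list, over all targets and adjusted over the list alone. *fat3a*, an atypical cadherin, was at a log2 intensity of 7.59 ± 0.267 in controls and 7.01 ± 0.0858 with Pb (SD, n = 3 arrays each; log2 fold change -0.58, standard error 0.306, adjusted p = 0.999 from limma). *nrp2a*, a semaphorin receptor, had a log2 fold change of -0.42 (standard error 0.256), and *lamb1a*, a laminin chain of the basement membrane, one of -0.35, which was 0.13 over the probes within 500 nt of the last probe. Among synaptic genes, the vesicular glutamate transporter *slc17a6b* had a log2 fold change of -1.27 (standard error 0.698), the AMPA receptor subunits *gria1a* and *gria4b* had -0.92 (standard error 0.614) and -0.46 (standard error 0.257), and the glycine transporter *slc6a5* had -0.51 (standard error 0.309). Without the Pb array of replicate 1, *slc17a6b* was at -0.19, *gria1a* at -0.23, *gria4b* at -0.28, and *nrp2a* at -0.26. The median log2 ratios of axon guidance and adhesion were -1.03, -0.19, and -0.13 in pairs 1, 2, and 3, and those of synaptic transmission -0.95, -0.09, and -0.27. Over the probes within 500 nt of the last probe, a setting chosen after the data were seen, they were -0.40, -0.07, and -0.27 for axon guidance and adhesion and -0.34, -0.01, and -0.43 for synaptic transmission, and camera gave adjusted p = 8.89e-05 and adjusted p = 0.000296 there. The change in signal along the targets, which RNA and cDNA length can affect, differed between the arrays of a pair, in pair 3 the other way than in pairs 1 and 2. It was taken as 1 slope per array, of log2 signal on relative probe position, fitted within 21779 targets together. From the first to the last probe it was 0.608 on the Pb array of pair 1 and 0.259 on its control. In pair 2 it was 0.103 and 0.0272, and in pair 3 0.0374 and 0.243. With the difference between 120 and 72 hpf in other control arrays, the pair ratios had r = 0.361, 0.104, and -0.0939. From 72 to 120 hpf in controls, the median log2 fold change was -0.55 for axon guidance and adhesion and -0.06 for synaptic transmission. That comparison was chosen after the data were seen. Whether a shift in developmental stage lowered these lists with Pb was not tested. Neuronal differentiation and cytoskeleton genes, with 3 of 7 above 0 and 4 below, did not pass (camera, adjusted p = 0.447).

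**Figure D1:**
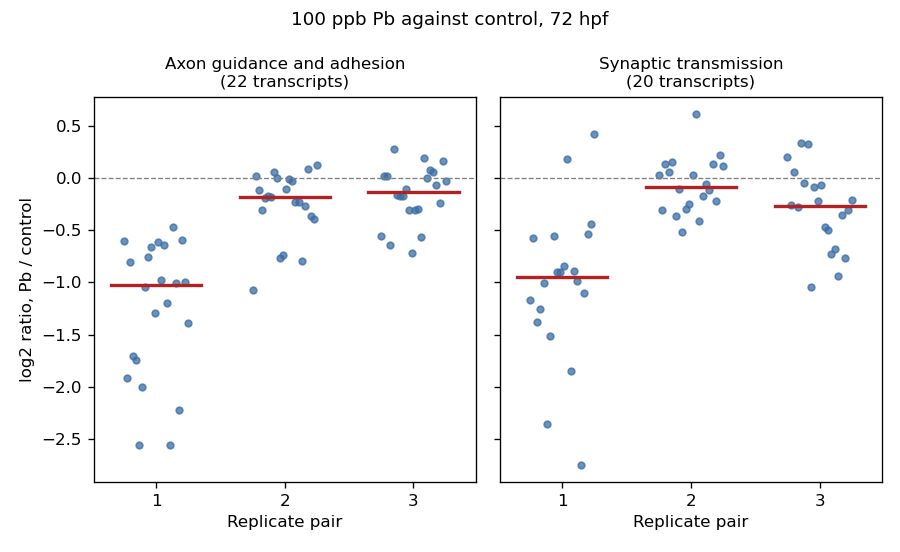
Log2 ratio of Pb to control at 72 hpf for each measured gene of axon guidance and adhesion (22 genes) and synaptic transmission (20 genes), in each replicate pair. Each point is a gene and each red line the median of the list, which lies at -1.03 and -0.95 in pair 1 and between -0.27 and -0.09 in the other pairs.

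**Figure D2:**
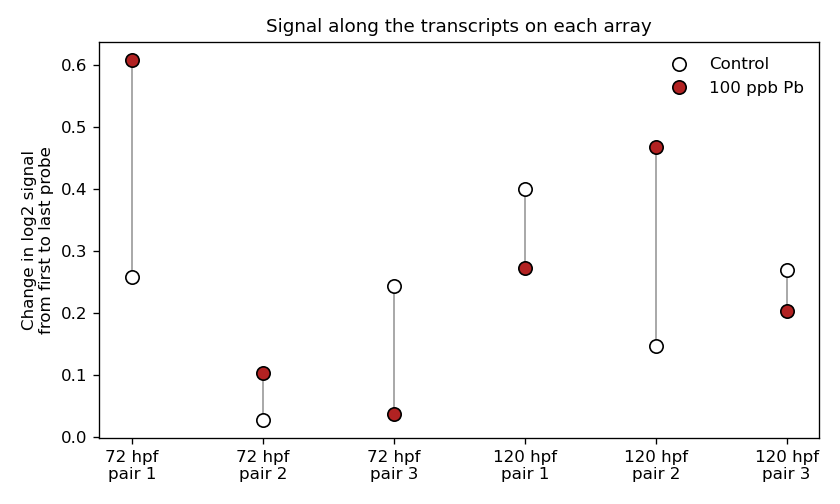
Change in log2 signal from the first to the last probe, as a slope fitted within targets, on each of the 12 arrays, control (open) and Pb (filled), by replicate pair. The Pb array lies above its control in pairs 1 and 2 of 72 hpf and pair 2 of 120 hpf and below it in the other pairs.

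Of the 55 genes in Table 2, 6 have a named target here. All 6 were lower with Pb on these arrays, 4 of them with the sign given in Table 2, and limma called 0 of the 6, over all targets and adjusted over the list alone. The study chose these genes on these samples, so their direction is not independent evidence, and 3 of them (*nrxn2b*, *gria3b*, and *gabrr2a*) belong to the list of synaptic transmission and 2 (*lama1* and *mycbp2*) to that of axon guidance and adhesion, which also holds *celsr2* of Figure 3A. *nrxn2b*, a presynaptic adhesion protein, was at a log2 intensity of 9.71 ± 0.512 in controls and 8.79 ± 1.32 with Pb (SD, n = 3 arrays each; log2 fold change -0.92, standard error 0.623, adjusted p = 0.999 from limma), and without the Pb array of replicate 1 the log2 fold change was -0.16. *csf1ra*, a growth factor receptor of macrophages and microglia, had a log2 fold change of -0.17 (standard error 0.35), which was 0.11 without the Pb array of replicate 3. Without the Pb array of replicate 1, both lists still lay lower at the preset correlation (camera, adjusted p = 0.0352 for axon guidance and adhesion and adjusted p = 0.0409 for synaptic transmission). Their medians in pairs 2 and 3 lay only between -0.27 and -0.09. Skeletal muscle (adjusted p = 2.42e-05, lower), lens crystallins (adjusted p = 0.00021, lower), and pituitary hormones and stress axis (adjusted p = 0.0409, higher) passed camera too. In pair 3 the log2 ratio fell with mean signal over all targets (Spearman rho -0.516 across targets, which are not independent replicates). There the medians of these 3 lists were -0.44, -0.46, and 0.57. Without Pb arrays 1 and 3, whose signal differed most from their controls along the targets, a setting chosen after the data were seen, camera gave adjusted p = 0.101 for axon guidance and adhesion and adjusted p = 0.333 with the direction turned for synaptic transmission. That setting leaves 1 Pb array at 72 hpf, which is assumed to vary like the other groups. Over the alternatives tried, the adjusted p ranged from 1.16e-11 to 0.636 and from 1.08e-08 to 0.636. From the enrichment of its altered genes for these functions, the paper states that synaptic transmission, LTP, axon guidance, and neurite branching were affected, and it proposes that the dividing, differentiating, and migrating cells of the brain at this stage account for the susceptibility.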

Overall, this gene list included targets that were both confirmatory, representing genes previously identified to be associated with Pb toxicity, and novel in nature.

### Global gene expression analysis at 120 hpf

The expression patterns of Pb-treated and control embryos differed less from each other at 120 hpf. 

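At 120 hpf no single transcript passed the test either. *acte1*, an actin gene, was at a log2 intensity of 13.69 ± 0.0595 in controls and 13.13 ± 0.0129 with Pb (SD, n = 3 arrays each), with a log2 fold change of -0.56 (standard error 0.241). *rab21*, a small GTPase of endosomes, had a log2 fold change of -0.47 (standard error 0.199), between -0.56 and -0.42 in the 3 pairs. *eomesb*, a T-box transcription factor, had a log2 fold change of 0.44 (standard error 0.2). None of the 3 genes passed the test (adjusted p = 1 for each from limma). The squared correlation of the group means across targets was 0.9909, and it was 0.9854, 0.9437, and 0.9632 in pairs 1, 2, and 3. limma called 0 of 37157 targets (smallest adjusted p = 1), and 112 had an unadjusted p under 0.05, 66 higher and 46 lower. The methods' t-test took 499 at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment, and limma with the replicate as a block took 381 and 0. With array weights limma took 2458 and 0, and without the control array of replicate 3 it took 70 and 0, so the unadjusted count depends on the setting. The weights gave that control array 13, against at most 1.84 for any other array, so the 2458 rest largely on 1 control array. The Pb and the control values did not overlap for 1502 targets (4.04%). Chance gives 10% for independent arrays, which the paired arrays of 120 hpf are not. The difference of the Pb effect between 72 and 120 hpf was itself tested in limma, which called 0 targets (smallest adjusted p = 1) and took 75 at an unadjusted p under 0.05.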

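At 120 hpf, 6 named targets met one of the criteria of the study and 0 met both. *slc22a6l*, an organic anion transporter of the kidney type, met criterion b, with a log2 intensity of 10.67 ± 0.576 in controls and 11.54 ± 0.528 with Pb (SD, n = 3 arrays each), 1.82-fold higher (log2 fold change 0.87, standard error 0.333, adjusted p = 1 from limma). Criterion a was met by *tpmt.1*, a thiopurine methyltransferase (log2 fold change 0.68, standard error 0.259), *slc25a38a*, a mitochondrial carrier needed for heme synthesis (log2 fold change 0.66, standard error 0.27), and 3 further named genes. Of these, *cyp2aa1*, a cytochrome P450, was at -0.64 (standard error 0.294), *araf*, a kinase of the MAPK pathway, at -0.62 (standard error 0.275), and *avp*, the vasopressin precursor, at 0.62 (standard error 0.249). *slc13a3*, a dicarboxylate transporter, was at 0.64 (standard error 0.275) without meeting a criterion, and at -0.10 over the probes within 500 nt of the last probe. limma called none of these genes (adjusted p = 1 for each). Both criteria were met by 6 targets, 5 higher and 1 lower, none of them named here, and by 12 targets, 9 higher and 3 lower, with criterion a tested on the ratios of the 3 pairs, which takes the replicate as a block. Criterion a alone was met by 81 targets (28 higher and 53 lower) and criterion b alone by 12 (9 higher and 3 lower). Without replicate 1, 2, or 3, both criteria were met by 111 targets (57 higher and 54 lower), 93 targets (38 higher and 55 lower), and 10 targets (6 higher and 4 lower), and with the lower 50% of targets by mean signal left out, by 0.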

The *R*^2^ correlation of the resulting scatter plot was 0.9918, with 82 probes being classified as significantly altered [see Supplemental Material, Figure 1B, Table 3 (doi:10.1289/ehp.1002590)]. Of these 82 probes, significant annotation and functional information was available for 30 nonredundant genes. 

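The lists of muscle and lens genes lay lower and those of erythroid and pituitary genes higher in Pb-treated embryos at 120 hpf with camera at its preset correlation, each by a small amount and none with an estimated correlation. All 14 measured skeletal muscle genes lay below 0 (median log2 fold change -0.20; camera, adjusted p = 2.84e-05), among them *casq1b*, the calcium store protein calsequestrin (-0.28, standard error 0.194), *myl13*, a myosin light chain (-0.33, standard error 0.236), and *acta1b*, skeletal actin (-0.25, standard error 0.193). Of 23 genes of the lens crystallins list, 20 lay below 0 and 3 above (median -0.22; camera, adjusted p = 7.94e-05), with *crygm2d17* at -0.43 (standard error 0.262) and *crygm2d5* at -0.49 (standard error 0.348). Of 6 genes of the list of globins and erythroid genes, 5 lay above 0 and 1 below (median 0.25; camera, adjusted p = 0.00245), with the hemoglobin chain *ba1l* at 0.45 (standard error 0.234) and *epor*, the erythropoietin receptor, at 0.34 (standard error 0.24). The 4 globins above 0 had log2 intensities in controls of 5.89 for *ba1l*, 5.63 for *hbaa2*, 5.55 for *hbbe3*, and 7.16 for *hbae4* (log2 fold change 0.11, standard error 0.393), and the brighter globin *hbae3*, at 13.73, had a log2 fold change of -0.05 (standard error 0.229). *hbae3* and *hbae4* were chosen for mention after their values were seen. Of 7 genes of the list of pituitary hormones and stress axis, 6 lay above 0 and 1 below (median 0.17; camera, adjusted p = 0.00587), with *hcrt*, the hypocretin precursor, at 0.25 (standard error 0.333). The signal of *hcrt* was low, at a log2 intensity of 6.27 in controls, and its ratios were 0.09, 0.06, and 0.60 in pairs 1, 2, and 3. The medians of the list in these pairs were 0.13, 0.16, and 0.11. With an estimated correlation, none of the 4 lists passed (adjusted p = 0.401 with an estimated correlation for muscle, lens, and pituitary, and adjusted p = 0.16 with an estimated correlation for globins), nor with fry (adjusted p = 0.788 for each). limma called 0 members of these lists, over all targets and adjusted over the list alone.

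In the skeletal muscle and lens crystallins lists, pair 3 held most of the shift, with median log2 ratios of -0.40 and -0.42 against -0.12 to -0.08 in pairs 1 and 2. In pair 3 the log2 ratio also fell with mean signal over all targets (Spearman rho -0.329 across targets, which are not independent replicates), and the genes named from these lists are bright, with *acta1b* at a log2 intensity of 14.84 and *crygm2d5* at 15.01 in controls. With the trend of each array with mean signal removed, a setting chosen after the data were seen, camera gave adjusted p = 0.00515 for skeletal muscle, 0.0166 for lens crystallins, 0.00515 for globins and erythroid genes, and 0.0187 for pituitary hormones and stress axis. The change in log2 signal from the first to the last probe of a target, Pb minus control, was -0.129, 0.32, and -0.0674 in pairs 1, 2, and 3. With the later minus the earlier time point in other control arrays, the pair ratios had r = -0.199, 0.178, and -0.307. In controls that difference had a median of 0.26 for lens, 0.11 for muscle, -0.38 for globins, and -0.15 for the pituitary list. Of these only lens passed (camera, adjusted p = 0.00306), and the comparison was chosen after the data were seen. Whether a shift in developmental stage moved these lists with Pb was not tested. Without the Pb array of replicate 3 the lens list gave adjusted p = 0.295, and without that of replicate 2 the globins and erythroid genes gave adjusted p = 0.219 and the pituitary hormones and stress axis list adjusted p = 0.268. Without the control array of replicate 1 the globins gave adjusted p = 0.0669, and without that of replicate 3 the pituitary list gave adjusted p = 0.0697. The pituitary list also did not pass with median polish, or over the probes within 500 nt of the last probe. Over the alternatives tried, the adjusted p ranged from 6.1e-06 to 0.788 for muscle, from 2.91e-06 to 0.788 for lens, from 0.00141 to 0.788 for globins, and from 0.00307 to 0.788 for the pituitary list. Genes of cholesterol and fatty acid metabolism did not pass, with 6 of 14 above 0 and 8 below (camera, adjusted p = 0.841; the median was -0.06 and the direction of camera was higher). Liver genes, with 4 of 5 above 0, did not pass either (camera, adjusted p = 0.402), nor did macrophages and neutrophils, with 4 of 5 genes above 0 (camera, adjusted p = 0.136, and 0.0137, higher, without the control array of replicate 3; over the alternatives tried, 0.0137 to 0.788), or genes of metal binding and transport, with 6 of 7 below 0 (camera, adjusted p = 0.83).

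**Figure D3:**
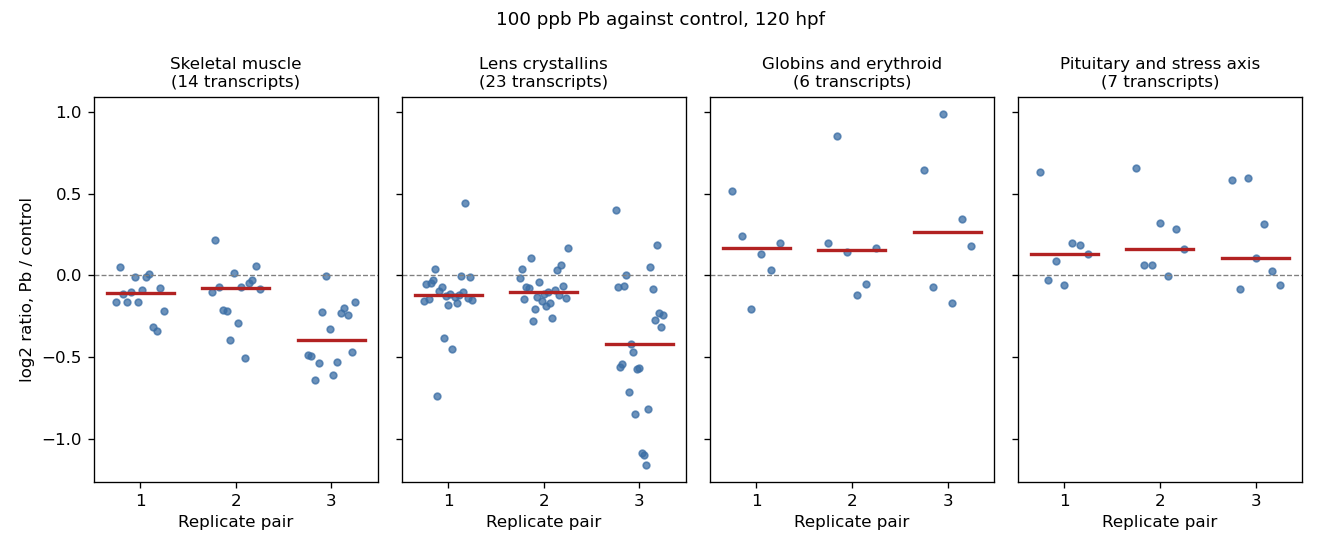
Log2 ratio of Pb to control at 120 hpf for each measured gene of skeletal muscle (14 genes), lens crystallins (23), globins and erythroid genes (6), and pituitary hormones and stress axis (7), in each replicate pair. Each point is a gene and each red line the median of the list, which for muscle and lens lies at -0.40 and -0.42 in pair 3.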

The gene list for this developmental time point did not share the same association as the 72 hpf set and displayed some association with renal, urological, and hematological disorders, as well as cancer, lipid metabolism, tissue development, and cardiovascular system development and function (see Supplemental Material, Table 4).

### Comparison of microarray and qPCR data

We compared microarray data with qPCR on a subset of genes. Probes selected comprised genes altered at 72 hpf or at 120 hpf, with most genes relating to neurological development [see Supplemental Material, Table 1 (doi:10.1289/ehp.1002590)]. We observed a high level of agreement between the genes determined to be altered according to microarray data and the qPCR analysis (assessed by two-sided *t*-test, *p* ≤ 0.05).

### Protein level analysis

Using Western blot analysis, we measured relative changes in the protein levels of MT2, FRYL, RELN, and MAPK8. Significant alterations were present in MT2, RELN, and FRYL levels in Pb-treated samples, whereas MAPK8 appeared to be unchanged (Figure 4). The levels of MT2 protein increased to > 600% of control (*p* = 0.006). The antibody for RELN recognized multiple bands that correspond to the full-length protein as well as expected processed fragments. The levels of the unprocessed form were increased to 309% of control in the treated samples (*p* = 0.0425). FRYL protein was markedly decreased, as evidenced by two bands representing products of similar size (larger product: 63% of control, *p* = 0.047; smaller product: 57% of control, *p* = 0.016; combined: 60.2% of control, *p* = 0.020). MAPK8 protein levels did not significantly change with Pb treatment (*p* = 0.53).

## Discussion

In the present study, we characterized gene expression alterations induced by Pb exposure at two early developmental time points in order to provide a framework for assessing the biological pathways and functions that are perturbed and susceptible to a sublethal dose of Pb. Based on established research and epidemiological studies, we hypothesized that the developing nervous system would be the most sensitive to Pb-induced alterations and that genes relating to these processes would be among the first to be altered. At higher Pb doses, pathways that are altered by lower doses of Pb are likely to be indistinguishable in the multitude of drastic gene alterations that accompany more general toxic responses (e.g., oxidative stress, heat-shock protein–associated expression, apoptosis). Furthermore, exposures to high doses of Pb can result in myriad effects, damaging most organ systems. The interpretation of neurologically based effects would be compromised by using a dose in which other effects are prominently observed.

The complex binding dynamics and absorption proprieties of Pb do not permit easy approximation of the zebrafish developmental dose equivalent to a child with a BLL in the range of interest (1–10 μg/dL, equivalent to 10–100 ppb). To accomplish this end and to approximate a relevant dose, we first performed a relative toxicity assay to characterize the general response of the embryos to a range of Pb concentrations. Each group of embryos treated with concentrations ≥ 5,000 ppb demonstrated a significant delay in hatching and increased mortality. The highest concentrations elicited almost complete mortality and interfered with analysis of hatching rates at later developmental time points. As a result of these data, we chose an exposure concentration of 100 ppb (0.48 μM, equivalent to 10 μg/dL). Embryos treated at this concentration were consistently similar to controls at all developmental time points analyzed and did not elicit any observable toxicity.

The use of *in vivo* and *in vitro* models has demonstrated a number of structural and functional neurotoxic consequences of Pb exposure and provides support for data from epidemiological studies (Min et al. 2007). However, the molecular mechanisms underlying the subtle neurological alterations associated with environmental Pb exposure during development are not completely understood. In the present study, we used microarray technology to identify gene targets and unravel the underlying molecular mechanisms of neurodevelopmental alterations associated with sublethal Pb exposure in an *in vivo* system during early development. The molecular targets altered at 72 hpf included genes that were both confirmatory and novel in nature. Confirmatory genes previously reported as having altered expression or gene product function after Pb exposure and that are involved in neurological development, function, or disease included *LRP1* (low density lipoprotein receptor-related protein 1) (Behl et al. 2009), *MAPK8* (Posser et al. 2007), *CSF1R* (colony stimulating factor 1 receptor) (Kowolenko et al. 1989), *GRM3* (glutamate receptor, metabotropic 3) (Xu et al. 2007), *MT2A* (metallothionein 2A) (Wang et al. 2009), and *POU2F1* (POU class 2 homeobox 1) (Glahn et al. 2009). Moreover, the list of genes altered at 72 hpf related not only to general nervous system development but specifically to distinct functions previously reported as perturbed by Pb exposure in which established specific molecular targets are lacking. These novel gene targets provide additional insight into the specific molecular mechanisms associated with established Pb-induced functional alterations, including genes related to neuronal ontogenesis and synapse formation and function.

Neuronal ontogenesis has been reported to be perturbed by Pb exposure through a reduction in neuron growth, axon and dendrite branching, and altered expression of neural cell adhesion molecules (N-CAMs; Figure 3A) (Cory-Slechta and Schaumburg 2000). The most notable of the altered genes in this experiment that are associated with these functions include *RELN*, a gene with multiple functions throughout early nervous system development, including a role in activating a signal cascade for regulating neuronal migration (Jossin 2004), and *ROBO2* [roundabout, axon guidance receptor, homolog 2 (*Drosophila*)], a gene that activates a repulsive guidance signal for neurons (López-Bendito et al. 2007). 

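*LAMA1*, *MYCBP2*, and *CELSR2* could be followed on the arrays of 72 hpf through the zebrafish genes *lama1*, *mycbp2*, and *celsr2*, and all 3 lay lower with Pb in each of the 3 pairs. *lama1*, a chain of the laminin that growing axons move on, was at a log2 intensity of 8.28 ± 0.387 in controls and 7.36 ± 0.698 with Pb (SD, n = 3 arrays each), 0.528 of the control level (log2 fold change -0.92, standard error 0.387, adjusted p = 0.999 from limma). Its log2 ratios were -1.30, -0.74, and -0.72 in pairs 1, 2, and 3, so it met criterion b. *mycbp2*, a ubiquitin ligase that limits axon growth, had a log2 fold change of -0.43 (standard error 0.292), and its ratio in pair 2 was -0.01. *celsr2*, a cadherin of planar cell polarity that shapes dendrites and is drawn in Figure 3A, had a log2 fold change of -0.75 (standard error 0.581). Without the Pb array of replicate 1, *lama1* was at -0.53 and *celsr2* at -0.42. limma called none of the 3 (adjusted p = 0.999 for each), and the study chose these genes on these samples. At 120 hpf, *lama1* was at a log2 fold change of 0.23, and the difference from 72 hpf was -1.15 on the log2 scale (adjusted p = 1 from limma). The probes of these transcripts reach far, to 9223 nt in *lama1*, 13771 nt in *mycbp2*, and 8496 nt in *celsr2*. With the trend of each array with transcript length removed, *mycbp2* turned to a log2 fold change of 0.21, *lama1* was at -0.43, and *celsr2* at -0.28.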

Additional genes of note that have been implicated in the growth and guidance of axons and that we observed to have altered expression at 72 hpf include *FRYL*, *LAMA1* (laminin, alpha 1), *MYCBP2* (*MYC* binding protein 2), and *NAV3* (neuron navigator 3). Furthermore, the altered behavior and expression of N-CAMs are associated with Pb exposure. The disruption of these glycoproteins has been implicated as a contributor to the altered brain morphogenesis observed in animal models, because the N-CAMs play a key role in cell–cell interactions such as neurite outgrowth and regulation of synaptic contacts (Shi et al. 2004). Specifically, *IGSF9* (immunoglobulin superfamily, member 9), a member of the N-CAM family, demonstrated altered expression at 72 hpf in the Pb-exposed embryos in the present study.

Synapse formation and the regulation of LTP are established phenotypic consequences of Pb exposure, and a large number of genes linked to these processes were altered at 72 hpf (Figure 3B) (Gilbert et al. 1999). These targets included genes for multiple neurotransmitter receptors (*GRIA3*, *GRM3*, and *GABRR2*), *PCLO* [piccolo (presynaptic cytomatrix protein)], and *NTRK2* (neurotrophic tyrosine kinase, receptor, type 2). 

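Of these receptors, *GRIA3* and *GABRR2* have a named target on the arrays of 72 hpf. *gria3b*, an AMPA glutamate receptor subunit, was at a log2 intensity of 9.15 ± 0.254 in controls and 8.45 ± 0.481 with Pb (SD, n = 3 arrays each), a log2 fold change of -0.71 (standard error 0.532, adjusted p = 0.999 from limma), with ratios of -0.56, -0.52, and -1.05 in pairs 1, 2, and 3, and it met criterion a. Without the Pb array of replicate 3 it was at -0.47. At 120 hpf its log2 fold change was -0.03. *gabrr2a*, a GABA receptor subunit expressed in the retina, was at 9.56 ± 0.48 in controls and 9.39 ± 0.602 with Pb at 72 hpf (SD, n = 3 arrays each), a log2 fold change of -0.18 (standard error 0.342). Its ratios were -1.01, 0.15, and 0.33 in pairs 1, 2, and 3, so that pair 1 set the sign, and without the Pb array of replicate 1 the log2 fold change was 0.11. Neither gene passed the test (adjusted p = 0.999 for both from limma). *GRM3*, *PCLO*, and *NTRK2* had no named target and are not analysed here.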

Pb has been shown to interfere with both the glutamate and GABAergic neurotransmitter systems that play important roles in maintaining synaptic plasticity and the formation of LTP (Braga et al. 1999). Further association with genes relating to LTP can be seen with the alterations in gene expression observed in *PCLO*, *NTRK2*, and the previously discussed *IGSF9* and *RELN*. Overall, multiple genes altered after Pb exposure in this study are associated with functions previously indicated to be perturbed by Pb exposure but for which molecular targets are currently lacking.

To investigate whether alterations of gene expression identified in the present study translate to the protein level, we performed Western blot analysis to measure the relative protein levels of four molecular targets with altered gene expression: *MT2*, *RELN*, *FRYL*, and *MAPK8*. The most striking result came from the dramatic increase in MT2 levels. The increase in the full-length RELN protein is also interesting in that levels of this unprocessed form are generally extremely low *in vivo*, and processed forms are predominantly observed (Tissir and Goffinet 2003). The reason for the accumulation of unprocessed protein is not known, but we hypothesize it to be a result of Pb interfering with proper protein cleavage. The FRYL protein products we detected in the present study are shorter than the human protein, but this protein has yet to be characterized in the zebrafish. Regardless, we observed a decrease in the relative amounts of FRYL in the Pb-treated embryos compared with controls. Further research is needed to determine the exact structure and functional role of these products. Overall, we observed altered protein levels for three of the four molecular targets, indicating that gene expression alterations are being translated to the protein level.

Interestingly, at the later time point analyzed (120 hpf), we did not observe an association with neurological development, and overall, fewer genes had altered expression. 

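The gene lists of the nervous system did not pass the test at 120 hpf with all arrays. Of 22 genes of axon guidance and adhesion, 19 lay below 0 and 3 above, with a median log2 fold change of -0.13 (camera, adjusted p = 0.211). Of 20 genes of synaptic transmission, 17 lay below 0 and 3 above, with a median of -0.15 (camera, adjusted p = 0.195). Neuronal differentiation and cytoskeleton genes, 3 above 0 and 4 below, gave adjusted p = 0.841 with a median of -0.11 and a direction of camera toward higher. limma called 0 members of the 3 lists, over all targets and adjusted over the list alone. The axon guidance and adhesion genes with the smallest p were *nrp2a* at a log2 fold change of -0.22 (standard error 0.256) and *dab1a*, an adaptor of reelin signaling, at -0.48 (standard error 0.572), and of the synaptic genes it was *homer1b*, a scaffold of the postsynaptic density, at -0.24 (standard error 0.267; adjusted p = 1 for each from limma). The fitted change in log2 signal from the first to the last probe was 0.468 on the Pb array of pair 2, against 0.147 on its control. The median ratios of axon guidance and adhesion were 0.23, -0.87, and 0.20 in pairs 1, 2, and 3. Without the Pb array of replicate 2 that list lay higher with Pb (camera, adjusted p = 0.000165; over the alternatives tried, 4.38e-08 to 0.945). It lay lower without the Pb array of replicate 1 (adjusted p = 1.99e-05) or 3 (adjusted p = 0.00395). The synaptic transmission list passed as lower without the Pb array of replicate 1 (camera, adjusted p = 0.000317) and without the control array of replicate 2 (adjusted p = 0.0029; over the alternatives tried, 0.000317 to 0.945). The Pb effect at 72 hpf was lower than that at 120 hpf for both lists when the difference was tested, for axon guidance and adhesion by a median of -0.37 on the log2 scale (camera, adjusted p = 4.27e-06) and for synaptic transmission by -0.33 (camera, adjusted p = 0.00137). Neither difference passed with an estimated correlation (adjusted p = 0.702 for both with an estimated correlation).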

One gene of interest, *POMC* (proopiomelanocortin), has previously been associated with low-level Pb exposure (Rosen and Polakiewicz 1989). In addition, we observed no overlap between genes with altered expression at the two developmental time points. 

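No named gene passed the test at either time point. *capn2a* and *dnmt3aa*, lower with Pb at 72 hpf, had log2 fold changes of -0.41 (standard error 0.271) and -0.16 (standard error 0.32) at 120 hpf. *slc22a6l*, higher with Pb at 120 hpf, was at -0.06 (standard error 0.333) at 72 hpf, whereas *tpmt.1* was at 0.47 (standard error 0.259) and *araf* at -0.53 (standard error 0.275), with the sign they had at 120 hpf. limma called none of these differences at either time point (adjusted p of at least 0.999 for each). Both criteria were met at both time points by 0 targets, where independent lists of 40 and 6 targets would share 0.00646. Criterion a was met at both by 3 targets, in the same direction and none of them named here, where independent lists would share 0.532, and criterion b by 0, where independent lists would share 0.0281. limma gave 0 targets called at either time point, and 4 targets had an unadjusted p under 0.05 at both. The 2 comparisons share no array, but in limma they share the spread of each target.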

Of note, by 120 hpf, many of the zebrafish organ systems, including the nervous system, have progressed through much of organogenesis. The high degree of rapidly dividing, differentiating, and migrating cells involved in the key stages of brain development have largely stabilized by 120 hpf (Mueller and Wullimann 2005). It is likely that these processes account for the high degree of Pb-induced susceptibility responsible for the alterations observed at 72 hpf, supporting the notion that toxicogenomic responses are developmental stage–dependent and represent a snapshot of the dynamic developmental processes occurring at specific time points.

Overall, in the present study we *a*) identified a number of novel genetic targets associated with developmental exposure to a sublethal Pb concentration, *b*) identified enrichment of genes associated specifically with neurite growth and inhibition of LTP and synapse formation at 72 hpf, and *c*) found that gene expression changes are being translated to the protein level. Alternatively, we did not observe an association between perturbed genes and neurological function at 120 hpf. We found a lack of overlap between the neurological genes altered in our study compared with other genomic studies of Pb toxicity (Bouton et al. 2001; Yang et al. 2007). Differences may be attributed to dissimilarity in experimental design, including experimental systems, dose, and specific developmental time points analyzed. Although at the present time it is unclear whether the altered gene expression resulted in permanent alterations, the gene targets and molecular pathways identified at 72 hpf support a molecular basis for alterations of neurite growth and synapse formation and function that have been observed in previous studies. Future studies will focus on further elucidating and correlating the molecular basis of phenotypic alterations associated with sublethal doses of Pb exposure.

## Conclusion

We exposed zebrafish embryos to a sublethal dose of Pb and analyzed global transcriptional alterations at two developmental time points. Only during the earlier time point were genes relating to neurodevelopment and function selectively altered. The differing results acquired at the two developmental time points highlight the importance of careful assessment of exposure duration and of specific time points in developmental toxicology studies, because gene expression is dynamic throughout development and represents a snapshot of the molecular processes representative of that developmental stage.

## Figures and Tables

**Figure 1:**
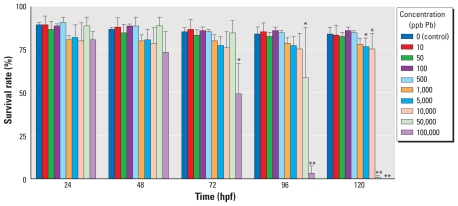
Acute toxicity test for mortality in zebrafish embryos exposed to a range of Pb concentrations for 120 hpf and monitored for severe malformations and death. The survival rate is presented as the percentage (mean ± SD) of embryos surviving at each time point, determined using three replicates of 50 embryos each. *p ≤ 0.05, and **p ≤ 0.0001 compared with controls.

**Figure 2:**
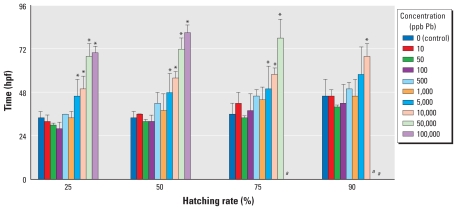
Acute toxicity test for hatching rate (percentage of surviving embryos hatched) alterations in zebrafish embryos after exposure to various concentrations of Pb. Values represent (mean ± SD) time required (hpf) to reach levels of hatching (*n* = 3, with 50 subsamples per replicate). *^a^*Data were excluded because analysis of this end point was confounded by concurrent mortality rates in the treatment group. *p ≤ 0.05 compared with controls.

**Figure 3:**
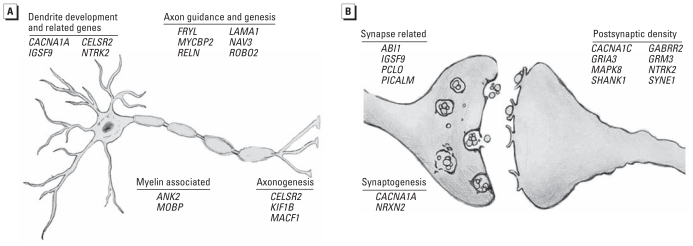
Schematic representation of altered neurological gene enrichment at 72 hpf after exposure to 100 ppb Pb, enriched with genes related to neurological function. All gene ontology categories were gathered from the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.7 (Huang et al. 2009a, 2009b), with the exception of *FRYL* and *NAV3*, which were categorized from Emoto et al. (2004) and Maes et al. (2002), respectively. Among the set of 90 altered genes, enrichment was seen in genes relating to neurite projections (*A*) and synapse function (*B*). See Table 2 for full gene names.

**Figure 4:**
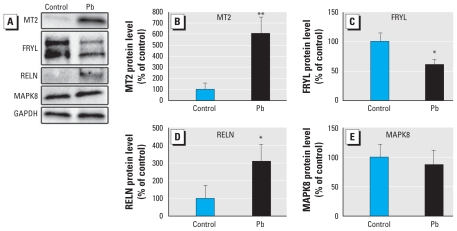
Protein levels of four genes with altered expression at 72 hpf (*MT2, FRYL, RELN,* and *MAPK8*) as determined by Western blot analysis (*A*). Differences in protein levels of genes of interest in zebrafish embryos following exposure to 100 ppb Pb were compared with controls after being normalized to GAPDH (*B*). All blots are representative of results of three biological replicates. Protein levels of MT2 (*B*), FRYL (*C*), and RELN (*D*) were all altered in the Pb-treated embryos, whereas MAPK8 (*E*) did not demonstrate a significant alteration. *p ≤ 0.05, and **p ≤ 0.01.

**Table 1:** Gene ontology of altered genes at 72 hpf.

Function category	*p*-Value^a^	No. of genes^b^
Genetic disorder or neurological disease		
Alzheimer’s disease	3.05E–05	16
Non-insulin-dependent diabetes	6.19E–05	20
Progressive motor neuropathy	1.45E–02	13
Coronary artery disease	2.34E–03	15
Neurodegenerative disorder	1.64E–05	17
Parkinson’s disease	6.28E–03	9

Cellular development		
Developmental processes of axons	4.78E–02	5
Shape change of neurons	6.81E–03	2

Cell-to-cell signaling interaction		
Long-term depression of cells	6.34E–04	5
Synaptic transmission	8.60E–04	7

Cellular assembly and organization		
Density of synaptic vesicles	1.58E–04	2
Quantity of synaptic vesicles	9.34E–04	2
Growth of neurites	3.11E–03	7
Morphogenesis of neurites	3.60E–03	4

Cell morphology		
Morphogenesis of dendrites	4.08E–03	3
Branching of neurites	5.73E–03	3
Depolarization	4.27E–03	3

Nervous system development and function		
Neurological processes of axons	1.12E–03	5
Guidance of axons	2.55E–02	2
LTP	6.34E–04	5

LTP, long-term potentiation.

a Derived from the likelihood of observing the degree of enrichment in a gene set of a given size by chance alone.

b Classified as being differentially expressed that relate to the specified function category; a gene may be present in more than one category.

**Table 2:** Neurological genes altered at 72 hpf.

Symbol	Gene name^a^	Log_2_ expression ratio
*ABI1*	*abl*-interactor 1	−0.84
*ANK2*	ankyrin 2, neuronal	−0.67
*ANO3*	anoctamin 3	−0.90
*AP3D1*	adaptor-related protein complex 3, delta 1 subunit	−0.97
*BAT2*	*HLA-B* associated transcript 2	−1.74
*CACNA1A*	calcium channel, voltage-dependent, P/Q type, alpha 1A subunit	−1.05
*CACNA1C*	calcium channel, voltage-dependent, L type, alpha 1C subunit	−1.18
*CELSR3*	cadherin, EGF LAG seven-pass G-type receptor 3 (flamingo homolog, Drosophila)	−1.45
*COL11A2*	collagen, type XI, alpha 2	−1.99
*CSF1R*	colony stimulating factor 1 receptor	0.90
*CTSL2*	cathepsin L2	0.61
*ENPP5*	ectonucleotide pyrophosphatase/phosphodiesterase 5	−0.74
*ERAP1*	endoplasmic reticulum aminopeptidase 1	0.59
*FAT1*	*FAT* tumor suppressor homolog 1 (Drosophila)	−1.00
*FRYL*	*FRY*-like	−1.62
*GABRR2*	gamma-aminobutyric acid (GABA) receptor, rho 2	0.66
*GRIA3*	glutamate receptor, ionotrophic, AMPA 3	−0.75
*GRM3*	glutamate receptor, metabotropic 3	−0.70
*HEATR5B*	HEAT repeat containing 5B	−0.91
*HIVEP2*	human immunodeficiency virus type I enhancer binding protein 2	−0.84
*IGSF9*	immunoglobulin superfamily, member 9	−0.69
*KCNH8*	potassium voltage-gated channel, subfamily H (eag-related), member 8	−0.72
*KIF1A*	kinesin family member 1A	−0.99
*KIF1B*	kinesin family member 1B	−1.17
*LAMA1*	laminin, alpha 1	−0.81
*LRP1*	low density lipoprotein receptor-related protein 1	−1.54
*LRP1B*	low density lipoprotein receptor-related protein 1B	−0.77
*MACF1*	microtubule-actin crosslinking factor 1	−1.21
*MADD*	MAP-kinase activating death domain	−0.89
*MAPK8*	mitogen-activated protein kinase 8	−0.87
*MBD5*	methyl-CpG binding domain protein 5	−1.04
*MLL3*	myeloid/lymphoid or mixed-lineage leukemia 3	−0.69
*MOBP*	myelin-associated oligodendrocyte basic protein	−0.66
*MT2A*	metallothionein 2A	0.87
*MYCBP2*	*MYC* binding protein 2	−1.06
*NAV3*	neuron navigator 3	−0.77
*NCOR2*	nuclear receptor co-repressor 2	−1.21
*NRXN2*	neurexin 2	−1.29
*NTRK2*	neurotrophic tyrosine kinase, receptor, type 2	−0.80
*OSBPL6*	oxysterol binding protein-like 6	−0.62
*PCLO*	piccolo (presynaptic cytomatrix protein)	−1.01
*PDE4DIP*	phosphodiesterase 4D interacting protein	−1.94
*PICALM*	phosphatidylinositol binding clathrin assembly protein	−0.78
*POU2F1*	POU class 2 homeobox 1	−0.78
*RELN*	reelin	−1.32
*ROBO2*	roundabout, axon guidance receptor, homolog 2 (Drosophila)	−1.36
*RYR3*	ryanodine receptor 3	−1.34
*SHANK1*	SH3 and multiple ankyrin repeat domains	−0.94
*SNX26*	sorting nexin 26	−1.02
*SREBF1*	sterol regulatory element binding transcription factor 1	−0.97
*SYNE1*	spectrin repeat containing, nuclear envelope 1	−0.67
*UBR4*	ubiquitin protein ligase E3 component n-recognin 4	−1.31
*VPS13B*	vacuolar protein sorting 13 homolog B (yeast)	−0.61
*WDFY3*	WD repeat and FYVE domain containing 3	−1.22
*WDR7*	WD repeat domain 7	−1.09

a From National Center for Biotechnology Information (2010).

How the deposited data were processed for this re-analysis (not part of the article)

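RNA of zebrafish embryo pools was measured on 12 one-color oligonucleotide arrays, 3 for each of 4 groups: control and 100 ppb Pb at 72 hpf, and control and 100 ppb Pb at 120 hpf. The authors deposited a table of linear intensity values, 1 per probe and array, for 385000 probes. The methods state quantile normalization and gene calls by RMA, which the submitters' processing notes also name and whose version is not given in the sources used here, and the deposited table holds values per probe, not calls summarized per target. The values show that this normalization held within each control and Pb pair of arrays and not across pairs. All 12 columns of the table were used.

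The deposited intensities were taken to log2, quantile normalized over the 12 arrays, and averaged over the probes of each of 37157 targets. No further background was subtracted and no dim target was left out. R 4.3.3 was used with limma 3.58.1 and data.table 1.17.8. limma's lmFit and eBayes were fitted to the 4 groups without a replicate block, with contrasts of Pb against control at each time point and the difference of both contrasts, and p values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The criteria of the study were read as both required, with the methods' t-test at 0.1 and a log2 ratio of 0.585, and each criterion alone was an alternative. A squared correlation of group means across targets describes the scatter plots. Replicates are the biological replicates of the study, and the number of arrays limits the precision.

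Targets were named through the platform's gene annotation (2626 targets) and current RefSeq transcripts (37 targets), together 2663 targets and 2650 symbols, and 34494 targets stayed unnamed. Named genes were, for each time point, the 10 with the largest rise and the 10 with the largest fall among those past the threshold and changed the same way in all 3 pairs, filled by the smallest unadjusted p where fewer passed. To these were added every gene the paper names and up to 4 members of each gene list. The groupings, the gene lists, the main tests, the rule for named genes, and most alternatives were set before the data were examined. The values in the tables of the paper had been seen by then. Of 28 lists, 15 had at least 5 measured genes and were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, and with fry. The lists left untested, with their measured genes, were cell cycle (2), circadian clock (4), epidermis and keratins (4), exocrine pancreas (3), hatching gland (0), heart muscle (3), heat shock and unfolded protein response (4), heme synthesis (4), intestine (3), myelin (4), oxidative stress (4), radial glia (2), and reference genes (0). Camera results at 72 hpf for lists not described in the text above were adjusted p = 0.898 for cartilage and collagen matrix, 0.652 for cholesterol and fatty acid metabolism and for lens crystallins, 0.261 for globins, liver, mitochondrial oxidative phosphorylation, photoreceptors, and pituitary hormones, 0.319 for macrophages and neutrophils, 0.488 for metal binding and for ribosomal proteins, and 0.25 for skeletal muscle. At 120 hpf they were adjusted p = 0.211 for cartilage and for photoreceptors, 0.841 for mitochondrial oxidative phosphorylation, and 0.83 for ribosomal proteins.

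Whether replicate numbers pair the arrays was checked by the correlation of deviations from the group means across targets. At 120 hpf it was 0.548, 0.434, and 0.268 for numbers 1, 2, and 3, so the numbers were taken to pair the arrays there, on the basis of the data and of the study's ratios per replicate. Transcript length was taken as the highest probe position of a target (median 901 nt), and the gradient along a target was measured over targets with at least 8 probes spanning at least 500 nt. The gradient is 1 slope per array, of log2 signal on relative probe position, fitted within these targets together. The other alternatives were a replicate block, only the arrays of 1 time point, median polish, probes not averaged, 1 value per gene symbol, median centering, the lowest 25% or 50% of targets left out, a variance trend, array weights, a length trend removed within arrays, for gene lists a trend with mean signal removed within arrays (chosen after the data were seen), and each array left out in turn. The quantile normalization of all 12 arrays, listed among the alternatives, is the setting used throughout.

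limma's calls, the criteria of the study, and camera at the preset correlation were tested on simulated data with 200 of 37157 targets changed, and the other statistics were not. limma made 2 false calls at 72 hpf and 0 calls at 120 hpf where nothing was changed. A simulated list of 20 targets lowered by 0.5 on the log2 scale and as many unchanged targets were put through camera. The simulated noise was independent between targets, so this could not test the preset correlation. Of the unchanged simulated targets, 257 met both criteria and 1187 met criterion a, against 40 and 244 targets in all on the arrays of 72 hpf, so the simulated spread does not match that of the arrays. The toxicity assay, the quantitative PCR, the Western blot, and the pathway enrichment of the study were not analysed here.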

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

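In this part, the tests of the signal along the targets in pairs 1 and 3 of 72 hpf, of a length trend as the whole cause, and of the probes near the last one were chosen after the result was seen. The effect of Pb differed between 72 and 120 hpf for 4 gene lists when the difference itself was tested with limma's camera. Relative to control, genes of axon guidance and adhesion (adjusted p = 4.27e-06, 0 of 22 above 0, median difference -0.37) and of synaptic transmission (adjusted p = 0.00137, 4 of 20 above 0, median -0.33) were lower at 72 than at 120 hpf. Lens crystallins (adjusted p = 0.0444, 20 of 23 above 0, median 0.18) and photoreceptors (adjusted p = 0.0445, 5 of 6 above 0, median 0.35) were higher at 72 than at 120 hpf, and with the length trend removed neither of these passed (adjusted p = 0.201 with a median of 0.12 for lens crystallins, adjusted p = 0.0673 with a median of 0.33 for photoreceptors), whereas axon guidance and adhesion (adjusted p = 0.00669) and synaptic transmission (adjusted p = 0.00741) did. None of the 4 passed with an estimated correlation (adjusted p = 0.702 for each) or with fry (adjusted p = 0.939 for each). Of 100 splits drawn, 14 gave at least 4 such lists, with 6 as the highest other, so chance is not excluded. These splits were drawn without keeping the pairs of arrays, so they do not give the share expected for paired arrays. limma called 0 targets for this difference, and 75 had an unadjusted p under 0.05 (408 with the replicate block and 669 with array weights). The weights gave 13 to control replicate 3 of 120 hpf and at most 1.84 to any other array. The splits test nothing for a count of 0 called targets, which each of them must reach (100 of 100, with 0 as the highest other). The pair medians of ribosomal proteins were 0.167, 0.126, and 0.051 at 72 hpf and -0.0204, -0.104, and -0.0054 at 120 hpf, a contrast of signs that was not tested as such, and camera gave adjusted p = 0.411 for the difference.

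Longer targets tended to lie lower with Pb at 72 hpf, as RNA integrity or cDNA length differing between Pb and control samples would give. Outside Table 2, the Spearman correlation of the log2 fold change with the highest probe position was -0.231 across targets, which are not independent replicates. In pair 1 the gain in log2 signal along a target was larger on the Pb array than on its control by 0.349, and without the Pb array of replicate 1 the correlation over all targets was -0.0752. In pair 3 the difference was -0.206, which argues against fewer cDNA ends far from the last probe in that Pb sample. Whether a length trend is the whole cause of the lower lists was not settled. With it removed, the median log2 fold change was -0.40 for axon guidance and adhesion (-0.43 before) and -0.35 for synaptic transmission (-0.44 before). Each list gave adjusted p = 3.53e-05 (limma's camera at the preset correlation, 3.14e-06 before adjustment for synaptic transmission), whereas *mycbp2* went from -0.43 to 0.21. Over the probes within 500 nt of the last probe both lists still lay lower (camera, adjusted p = 8.89e-05 for axon guidance and adhesion and 0.000296 for synaptic transmission). The medians thus kept most of their size, but these p values rest on the preset correlation. Among named targets, from which the lists come, the correlation with the highest probe position was also stronger, at -0.353. Nervous system genes being lower with Pb irrespective of length stays open, since with the trend removed neither list passed with an estimated correlation (limma, adjusted p = 0.727 for both) and neuronal differentiation and cytoskeleton genes did not pass at the preset one (adjusted p = 0.563).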

How the results depend on the processing

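The median-transcript alternative was not run for lack of transcript lengths, and for single genes the probes not averaged give no separate value. limma called 0 targets at both time points in each alternative. Targets past the study's criteria (40 and 6) were, at 72 and 120 hpf, 244 and 81 by criterion a, 87 and 12 by criterion b, 291 and 87 by either, 3122 and 2605 over single probes, 0 and 0 per gene symbol, and 15 and 0 with the lowest 50% of signal left out. With settings chosen after the data were seen they were 69 and 31 over the last 500 nt, 246 and 82 as deposited with criterion a, 239 and 110 as deposited with median polish and criterion a, 252 and 103 with median polish and criterion a, 67 as deposited at 72 hpf, and 11 with median polish at 120 hpf. Leaving out a replicate number gave 77 to 525 and 10 to 111. With the replicate block in the t-test the count at 120 hpf was 12, and the block changed no other call. At 72 hpf same-numbered arrays had correlations of 0.452, 0.402, and -0.069, and number 3 correlated best with number 2 (0.455), so the numbers were not taken to pair the arrays there, although the authors normalized same-numbered arrays together. The block took unadjusted counts there from 566 to 1710 targets and left 0 calls. The squared correlation was 0.8983 in pair 1 and 0.928 in pair 3 of 72 hpf, and 0.9437 in pair 2 and 0.9632 in pair 3 of 120 hpf. Targets shared by both time points were 4 at an unadjusted p under 0.05 and 3 by criterion a. Targets that differ between control embryos of 72 and 120 hpf were 1082 with arrays centred, 1173 over the last 500 nt, and 747 to 1550 with each control array left out in turn.

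Gene lists past the threshold at 72 hpf were 0 with an estimated correlation, 0 with fry, 5 without Pb replicate 1 (skeletal muscle, lens crystallins, and pituitary hormones and stress axis in addition), and 0 without Pb arrays 1 and 3. At 120 hpf they were 0, 0, and, without Pb arrays 2 and 3, 2. With an estimated correlation and with fry, adjusted p (limma) was 0.61 and 0.636 for axon guidance and adhesion and for synaptic transmission at 72 hpf, 0.16 and 0.788 for globins and erythroid genes at 120 hpf, and 0.401 and 0.788 for lens crystallins, pituitary hormones and stress axis, and skeletal muscle. Without Pb arrays 1 and 3, adjusted p was 0.101 for axon guidance and adhesion and 0.333, turned, for synaptic transmission. Without Pb arrays 2 and 3 of 120 hpf, adjusted p was 0.723 for globins and erythroid genes, 0.359 for lens crystallins and for pituitary hormones and stress axis, and 0.271 for skeletal muscle, and turned to 4.38e-08 for axon guidance and adhesion and 0.000745 for synaptic transmission. Each of these settings leaves 1 Pb array at its time point, which is assumed to vary like the other groups. With each array of 120 hpf left out in turn, adjusted p ranged from 0.00141 to 0.219 for globins and erythroid genes (0.0669 without control replicate 1), 0.000172 to 0.295 for lens crystallins, 0.00395 to 0.268 for pituitary hormones and stress axis (0.0697 without control replicate 3), and 1.99e-05 to 0.764 for axon guidance and adhesion (turned without Pb replicate 2, 0.000165). Calls gained with 1 array left out were, at 72 hpf, liver (adjusted p = 0.0408 without control replicate 1) and skeletal muscle (0.0192 without control replicate 2), and at 120 hpf photoreceptors (0.0362) and macrophages and neutrophils (0.0137) without control replicate 3, and synaptic transmission (0.000317 without Pb replicate 1, 0.0029 without control replicate 2). For pituitary hormones and stress axis, adjusted p was 0.13 over the last 500 nt and 0.245 with median polish. Log2 fold changes that turned were *slc13a3* (-0.10) and *lamb1a* (0.13) over the last 500 nt, *mycbp2* (0.21) with the length trend removed, *gabrr2a* without Pb replicate 1 (range with 1 array left out -0.49 to 0.11), and *csf1ra* without Pb replicate 3 (-0.57 to 0.11). With the lowest 50% of signal left out, 2 of 3 genes of Table 2 had the study's sign. The correlation with the highest probe position ranged from -0.271 to -0.0752 (without Pb replicate 1) at 72 hpf and from -0.176 to 0.0541 (without Pb replicate 2) at 120 hpf, with 1 array left out. Of 476 comparisons of lists, 56 changed direction past the threshold in neither setting, and 5 of 782 comparisons of genes turned. The causes were not tested.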

Differences from the paper's values

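Counts are said to differ here where one is more than 1.5 times the other. The paper's number of altered probes at 72 hpf is 231, and 40 targets met both criteria here. Of the alternatives set before the data were examined, criterion a alone (244) and either criterion (291) lie within 1.5 times of the paper's number. Criterion b alone (87), each Pb array against the control mean (51), criterion a tested on the pair ratios, with the replicate as a block (55), single probes (3122), 1 value per gene symbol (0), centred arrays (48), and the lowest 50% of targets left out (15) differ. The paper's number at 120 hpf is 82, and 6 targets met both criteria here. Criterion a alone (81) and either criterion (87) lie within 1.5 times of it, and criterion b alone (12), each Pb array against the control mean (9), criterion a tested on the pair ratios (12), single probes (2605), 1 value per symbol (0), centred arrays (8), and the lowest 50% of targets left out (0) differ. The following 3 settings were chosen after seeing the values and come close to the paper's counts: criterion a on the values as deposited (246 and 82 targets), with median polish on those values (239 and 110), and with median polish on the values normalized over all arrays (252 and 103). How many of the paper's own altered probes each of them drops was not counted, since the probe lists of the supplement were not used here.

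For *CSF1R* the paper's log2 ratio at 72 hpf is 0.90, and *csf1ra* was at -0.1709 here, with a difference under each alternative set before the data were examined. For *GABRR2* the paper's log2 ratio is 0.66, and *gabrr2a* was at -0.1768. Without Pb replicate 1 it was at 0.11, well below the paper's value but with its sign, and the other alternatives differ. That setting is not counted as differing only because the SD of the pair ratios is wide (0.726), and this SD includes pair 1, at -1.01. For *MYCBP2* the paper's log2 ratio is -1.06, and *mycbp2* was at -0.4274, with a difference under each alternative. The probes behind the paper's values are not named in its text, and 1 zebrafish target was matched to each of these human symbols.

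The paper states that the altered genes of both time points do not overlap. Both criteria gave 0 shared targets here and criterion a gave 3.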

Other observations

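In this part, the comparison of control embryos between time points and the test of an effect of Pb shared by all pairs were chosen after the data were seen. The tests of a shared gradient and of developmental stage name the 2 pairs with the highest of 15 correlations in these data. They thus follow up a pattern already seen. Between 72 and 120 hpf in control embryos, limma called 1765 of 37157 targets, 1341 higher and 424 lower at 120 hpf (152 of them named). *amy2al2*, a pancreatic amylase, rose from a log2 intensity of 8.39 ± 1.4 to 13.68 ± 0.16 (SD, n = 3 arrays each), 39.1-fold (log2 fold change 5.29, standard error 0.511, adjusted p = 5.62e-05 from limma). *ctrb.3*, a chymotrypsinogen, rose 15.1-fold (adjusted p = 0.000233 from limma), *anpepb.1*, an aminopeptidase of the brush border, rose 9.89-fold (adjusted p = 9.06e-06 from limma), and the lens gene *crygn1* rose 7.05-fold (adjusted p = 9.69e-06 from limma). Among genes that fell, *dnmt3aa* was 2.91-fold higher at 72 hpf (adjusted p = 0.0156 from limma), *mcm10*, a DNA replication factor, 2.08-fold (adjusted p = 0.0406 from limma), and the globin *hbae3* 2.01-fold (adjusted p = 0.0253 from limma).

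By gene list, lens crystallins were higher at 120 hpf in controls (median 0.26; camera, adjusted p = 0.00306 from limma; 2 of 23 called, 5 adjusted over the list alone), as were photoreceptors (median 0.70; adjusted p = 0.0417; 0 of 6 called, 4 adjusted over the list alone), and axon guidance and adhesion genes were lower (median -0.55; adjusted p = 0.00634; 0 of 22 called, 2 adjusted over the list alone). With an estimated correlation these gave adjusted p = 0.595, adjusted p = 0.547, and adjusted p = 0.725 (limma). limma called 747, 921, and 969 targets without control replicate 1, 2, or 3 of 72 hpf, and 884 and 770 targets without control replicate 1 or 3 of 120 hpf. The splits of these 6 arrays, 10 in all, are too few for a share under 0.05: the real split called 1765 targets, 1 of 10 splits gave as many, and the highest other gave 0.

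The log2 ratios of pairs that share no array correlated across targets, which are not independent replicates: of 15 correlations between pairs, the highest was r = 0.662 (Spearman 0.513; pair 1 of 72 hpf with pair 2 of 120 hpf), while 9 lay below 0. The lowest was -0.484 (pair 1 of both time points), and within a time point the lowest was -0.401 (pairs 1 and 2 of 120 hpf). These values argue against an effect of Pb that dominates the ratios of all pairs alike. They cannot exclude a smaller shared effect beneath larger differences between single pairs, or an effect that changes with the time point. A shared gradient along the targets is argued against as the whole cause by r = 0.573 over 9578 targets of 500 nt or less. A target can be shorter than its transcript, so this does not test a difference in RNA or cDNA quality shared by both Pb arrays. Their changes in signal along the targets were the steepest of all arrays (0.608 and 0.468). A shift in developmental stage of both Pb samples may contribute and stays open: the ratios of pair 1 of 72 hpf had r = 0.361 with the difference between 120 and 72 hpf in other control arrays, and those of pair 2 of 120 hpf had r = 0.178. These correlations were not limited to the 2 pairs and varied in sign. They were 0.104 and -0.0939 in pairs 2 and 3 of 72 hpf, and -0.199 and -0.307 in pairs 1 and 3 of 120 hpf.

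Other splits of the 6 arrays of a time point, 10 for each, are too few for a share under 0.05. At 72 hpf limma called 0 targets in the real split and at most 0 in the others (10 of 10 as many, which a count of 0 fixes), criterion a was met by 244 targets and at most 2547 (7 of 10 as many), and 2 gene lists passed and at most 4 (9 of 10 as many). At 120 hpf these were 0 targets and at most 0 (10 of 10), 81 and at most 2466 (9 of 10), and 4 lists and at most 4 (2 of 10). Turning the sign of single pairs, 4 assignments in all and also too few, gave 40 targets past both criteria in the real one and 48 as the highest other at 72 hpf (2 of 4 as many), and 6 and 32 at 120 hpf (3 of 4 as many). Splits that put more targets past criterion a than the real one by several times point to a structure of the samples, and at 120 hpf, where numbers pair the arrays, the other splits that part all 3 pairs gave 30, 372, and 99 targets past criterion a against 81, and 1, 3, and 1 gene lists against 4. The other split with 4 lists parts 1 pair, and 4 splits that part all pairs are too few for a share under 0.05.

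The Pb array of replicate 1 of 72 hpf correlated best with the Pb array of replicate 2 of 120 hpf (r = 0.953). In pair 3 the log2 ratio fell with mean signal at both time points (Spearman rho across targets -0.516 and -0.329).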
